A study of Mus musculus with 2 samples.

How the data were processed

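Single-cell RNA sequencing of whole hearts from mouse embryos at embryonic day 11.5 was analysed in 2 libraries, 1 per genotype. Per the labels, the control embryos carried 1 floxed Hand2 allele and no Cre, and the H2CKO embryos carried Nfatc1-Cre and floxed alleles on both chromosomes. Both genotypes carried 1 copy of the mTmG reporter, which gives membrane Tomato before Cre acts and membrane GFP afterwards. Per the labels' protocols, embryos were held on ice for approximately 3 hours, hearts were dissociated with TrypLE, and libraries were made with the 10x Genomics 3′ chemistry. Sequencing used reads of 28 and 91 bases, per the labels. The number and sex of the embryos in each library are not in the labels.

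The authors deposited 1 matrix of UMI counts per library, per the file headers with 1 barcode per column and 1 Ensembl mouse gene ID per line, plus 2 reporter features for GFP and Tomato. The counts were not normalised. Aligner, counting program, genome build, annotation and the calling of barcodes are not stated in the labels or headers, nor is whether they were the same for both libraries. Every barcode in both matrices held at least 500 UMIs. The authors also deposited 2 embedding coordinates per cell for a subset of the barcodes, a score without a unit whose software and filter are not stated. The lowest number of genes among those cells was 2501 in the control and 2002 in H2CKO. The coordinates served here only to mark that subset for an alternative.

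Of 22401 features, 22285 matched a symbol by Ensembl ID. Where several IDs shared a symbol, the ID with the most UMIs kept it, and the other 14 were named with their ID. Xist, H19 and Malat1 were not among the features. Gene span came from the GENCODE vM21 annotation and was used only for the trend with gene length, since the authors' annotation is not stated.

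Cells with at least 500 genes and at most 10% mitochondrial UMIs were used. Doublets were scored per library with Scrublet (scanpy 1.11.5, expected rate 6%). Its automatic threshold marked 1134 control cells. In H2CKO it marked 1 cell, under the set minimum of 0.5%, so the 607 cells with the highest 5% of scores were left out. The share removed therefore differed, at 11.5% in the control and 5.00% in H2CKO.

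Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were taken, with haemoglobin, mitochondrial and sex-linked genes, Tsix, Hand2 and both reporters left out. Genes were scaled within each library, and 30 principal components were computed with numpy 2.4.6. Each cell was joined to 15 nearest neighbours from each library (scikit-learn 1.9.0). Leiden clustering of the shared-neighbour graph (leidenalg 0.10.2, resolution 1) gave 19 clusters. Clusters were named from 13 marker lists by the class with the highest median log2 fold of its markers over all other cells. A name needed a median of at least 0.25, at least 3 markers in at least 10% of the cells, and no more markers of another class among the cluster's 10 top genes. A shallow cluster needed a marker of its own among those genes. Named classes carry the ending "-like", and 4 clusters stayed unnamed. One unnamed cluster had all 12 endothelial markers in at least 10% of its cells but a marker of another class and none of its own among its top genes; it is called the second endothelial cluster and is reported separately.

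UMIs were summed per class and library and divided by all UMIs of that class and library (given in CPM). The log2 ratio was that of CPM plus 5 in H2CKO over CPM plus 5 in the control. Genes with at least 20 CPM and at least 20 UMIs in the higher library were tested, and a gene was past 2-fold at a log2 ratio of at least 1 in size. A gene was called endothelial-specific when its ratio also lay at least 1 beyond, in the same direction, the median ratio of the reference classes, which were the cardiomyocyte-, epicardial- and mesenchymal-like classes (at least 200 cells in each library). With 1 library per group there is no replicate check, and no p-value or standard error was computed. Intervals are 95% exact Poisson for counts, exact binomial (Clopper-Pearson) for shares, and exact conditional for ratios of counts (scipy 1.17.1). They cover counting error only.

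Fixed gene lists (10 for endothelial-like and 7 for cardiomyocyte-like cells) were described by the median log2 ratio of their tested genes. Its percentile was taken among 10000 random lists of the same size, matched on mean expression in 20 bins. A list was counted as apart when it lay outside the central 95%. Endothelial lists covered Notch, trabeculation signals, shear response, cushion and endothelial-to-mesenchymal transition, IGF, coronary and vascular endothelium, dissociation stress, glycolysis and hypoxia, S phase and G2/M. Cardiomyocyte lists covered trabecular and compact genes, ERBB and BMP10 signalling, and the last 4 of the endothelial lists. Genes are named by rule: in endothelial-like cells, the 6 highest and 6 lowest endothelial-specific genes with at least 50 CPM in the higher library, with haemoglobin, mitochondrial, ribosomal-protein, Y-linked and predicted genes left out. The reporters were left out of this naming too, which the rule chosen beforehand did not say, and are reported on their own; GFP would otherwise have been first among the higher genes. Also named are list genes past 2-fold, the sex-linked genes, and Hand2, Nfatc1, Klf2, Klf4, Notch1, Nrg1, Igf2r and Npr3 whatever their value.

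The gene and marker lists, cell filters, doublet rule, thresholds, naming rule for genes and 16 alternatives were chosen before the data were examined. Balancing of neighbours between the libraries, the scoring of clusters and its minimum of 0.25, and 9 further alternatives were chosen after seeing the data. Alternatives covered cell filters, doublets, clustering, naming of classes, scaling, pseudocount (1 and 20 CPM), expression filter (5 and 100 CPM), depth (each cell thinned to 5000 UMIs) and the weight of cells. Cells with over 1% haemoglobin UMIs, cells of the deposited embedding, the denominator of the shares, the choice of endothelial clusters and reference classes, and a lowess trend on gene span (statsmodels 0.14.6, fraction 0.5) were varied as well.

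The steps from class sums to calls were tested on simulated data for the endothelial-like comparison, with 200 of 6327 genes changed. All raised genes (100%) and 85.9% of the lowered genes were recovered as past 2-fold and specific. Of 5484 unchanged genes tested, 0 were past 2-fold. Both simulated libraries were drawn from the same profile with counting error only, and changed genes were set well past 2-fold. Differences between the libraries as a whole, such as the trend with gene length, were not simulated. The simulation therefore gives neither the rate of false calls in the real data nor the recovery of changes near 2-fold. The median error of the changed genes was −0.079 on the log2 scale. A list of 12 unchanged genes lay at percentile 78.7 and one of 12 raised genes at percentile 100. Computation used Python 3.11.15 and pandas 2.3.3.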

Results

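The data were UMI counts from 2 single-cell libraries of whole mouse hearts at E11.5, 1 from control embryos and 1 from embryos with endocardial deletion of Hand2 (H2CKO). Hand2 encodes a transcription factor, and Nfatc1-Cre acts in the endocardium, the endothelial lining of the heart. The comparison addresses which transcripts in endocardial cells, and in the cells around them, differ when Hand2 is deleted there. The control matrix held 14114 barcodes with 195825712 UMIs, and the H2CKO matrix held 13885 barcodes with 201477248 UMIs. After filtering, 8707 control cells and 11534 H2CKO cells were kept, with medians of 16200 and 13430 UMIs and of 3132 and 2274 genes per cell. Each group has 1 library, so every difference is between these libraries and has no replicate check. The number and sex of the embryos pooled are not in the labels.

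Hand2 (ENSMUSG00000038193) was measured first, in every class of cells. In endothelial-like cells it fell from 332 UMIs in 117 control cells to 82 UMIs in 485 H2CKO cells. This was 172 CPM (95% interval 154 to 192) against 13.05 CPM (10.4 to 16.2), a log2 ratio of −3.29 and 13.2-fold lower (10.3 to 17.0). Hand2 had a UMI in 75.2% of control and 12.6% of H2CKO endothelial-like cells, at median depths of 13645 and 10786 UMIs. Erythroid-like cells, taken as a type without Hand2, had a UMI in 5.39% and 2.16% of cells at median depths of 18298 and 13220 UMIs. With each cell thinned to 5000 UMIs the log2 ratio was −3.54. The alternative that moved it most was the second endothelial cluster alone, where Hand2 fell from 257 CPM (241 to 273) to 6.99 CPM (4.38 to 10.6), a log2 ratio of −4.45. A deletion can leave 3′ sequence that a 3′ assay still counts, so the level is not a measure of deletion efficiency.

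Outside the endothelial clusters, Hand2 moved little in cardiomyocyte-like cells, from 73.7 CPM (71.4 to 76.1) to 72.5 CPM (70.6 to 74.5). In epicardial-like cells it was 124 CPM (118 to 131) and 114 CPM (102 to 127). Mesenchymal-like cells fell from 181 CPM (175 to 186) to 47.2 CPM (43.3 to 51.3), a log2 ratio of −1.83. White-blood-cell-like cells had 15 and 9 Hand2 UMIs, or 12.6 and 4.81 CPM. Erythroid-like cells had 2.95 and 1.57 CPM, taken here as the level of free RNA.

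The GFP transcript, which the reporter makes after Cre has acted, rose most in the 3 classes where Hand2 fell past 2-fold. In endothelial-like cells GFP was 13.5 CPM (8.80 to 19.7) in the control and 963 CPM (939 to 988) in H2CKO. The second endothelial cluster had 17.0 and 1634.5 CPM, and mesenchymal-like cells 15.04 and 796 CPM. GFP in cardiomyocyte-like cells was 9.45 CPM (8.63 to 10.3) and 9.08 CPM (8.41 to 9.79). Epicardial-like cells rose from 9.20 to 60.3 CPM, white-blood-cell-like cells from 13.5 to 49.2 CPM, and erythroid-like cells from 0.534 to 5.70 CPM. In H2CKO, 61.0% of endothelial-like cells and 5.24% of erythroid-like cells had a GFP UMI. The control, which has no Cre by its label, held 1203 GFP UMIs in kept cells. Tomato was lower in H2CKO in every class, from 18.1 to 3.34 CPM in endothelial-like, 16.4 to 4.39 in cardiomyocyte-like, 28.9 to 4.38 in mesenchymal-like and 20.5 to 7.67 in epicardial-like cells. The second endothelial cluster had 95 and 4 Tomato UMIs, white-blood-cell-like cells 17 and 8, and erythroid-like cells 63 and 27.

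**Figure D1:**
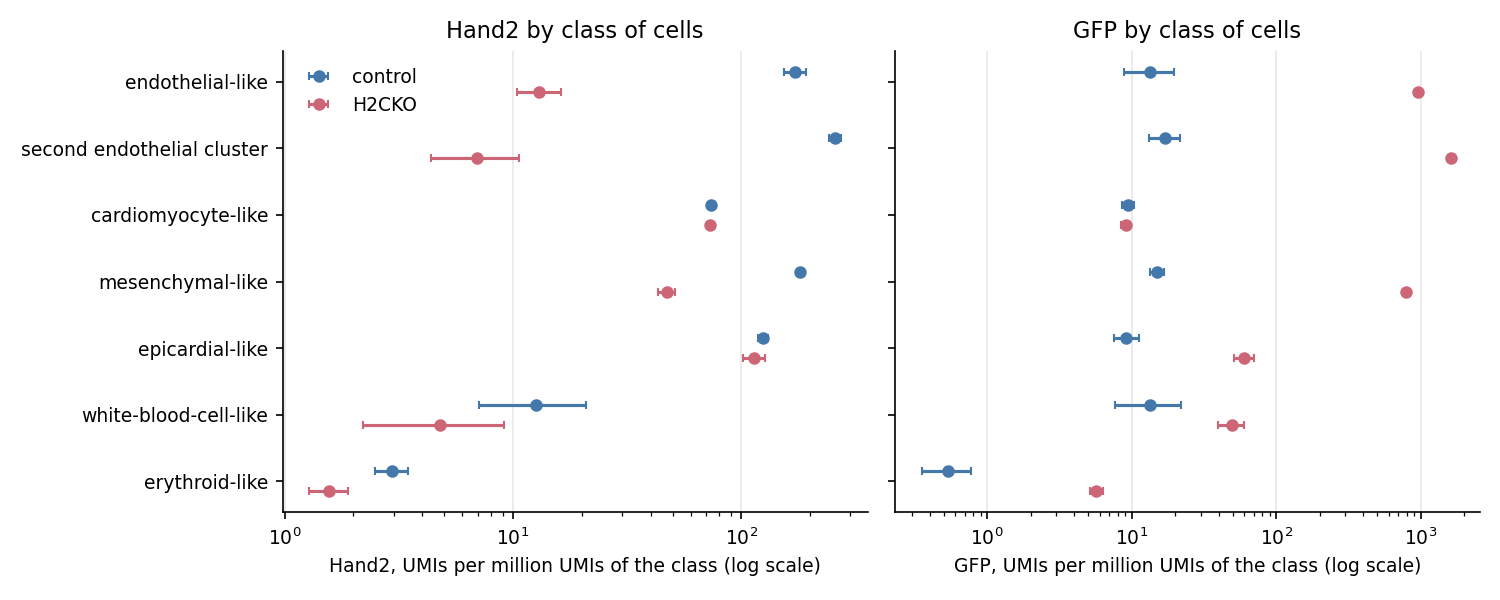
Hand2 (left) and GFP (right) in CPM of each class, on log axes, for the control and H2CKO libraries, with 95% exact Poisson intervals as bars. Hand2 in endothelial-like cells was 172 CPM in the control and 13.05 CPM in H2CKO, while cardiomyocyte-like cells had 73.7 and 72.5 CPM.

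Endothelial-like cells made up 1.34% of kept control cells (95% interval 1.11 to 1.61) and 4.205% of H2CKO cells (3.85 to 4.59). The second endothelial cluster held 2.85% (2.51 to 3.22) and 2.26% (1.999 to 2.55), a difference of −0.585 percentage points in the opposite direction. Mesenchymal-like cells were 18.3% (17.5 to 19.1) and 9.35% (8.83 to 9.90), and epicardial-like cells 7.83% (7.28 to 8.42) and 1.95% (1.71 to 2.22). Cardiomyocyte-like cells were 28.8% (27.9 to 29.8) and 32.1% (31.3 to 33.0), erythroid-like cells 31.1% (30.1 to 32.1) and 43.0% (42.1 to 44.0). White-blood-cell-like cells were 0.804% (0.627 to 1.01) and 0.980% (0.808 to 1.18), a difference within counting error. The other 3 unnamed clusters, kept out of the classes by a rule set after seeing the data, together held 8.97% (8.38 to 9.59) and 6.06% (5.63 to 6.51). Singly they held 4.34% and 4.69%, 3.04% and 0.486%, and 1.58% and 0.884%.

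Shares of cells depended on the processing more than the other results. Genes that define clusters differed between the libraries, so the cells were also clustered without the 2554 genes past 2-fold between the libraries in any cluster with at least 50 cells of each. The shares were then 1.41% and 4.21% for endothelial-like cells, 2.86% and 2.30% for the second endothelial cluster, and 18.2% and 9.31% for mesenchymal-like cells. They were 9.50% and 2.82% for epicardial-like cells, and 31.9% and 32.9% for cardiomyocyte-like cells. The alternative that moved a share most was the deposited embedding's cells with an equal gene minimum, where cardiomyocyte-like cells differed by 22.6 percentage points instead of 3.32. With at least 1500 genes and at most 5% mitochondrial UMIs, the direction changed for cardiomyocyte-like (−8.48) and mesenchymal-like (3.22) cells. Naming each cell by its own markers also turned the cardiomyocyte-like difference, to −0.700. A cardiomyocyte-like cluster of shallow cells (median 1842.5 UMIs) held 789 control and 225 H2CKO cells, and a cluster of deeper cardiomyocyte-like cells (median 19910 UMIs) held 106 control and 4 H2CKO cells.

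**Figure D2:**
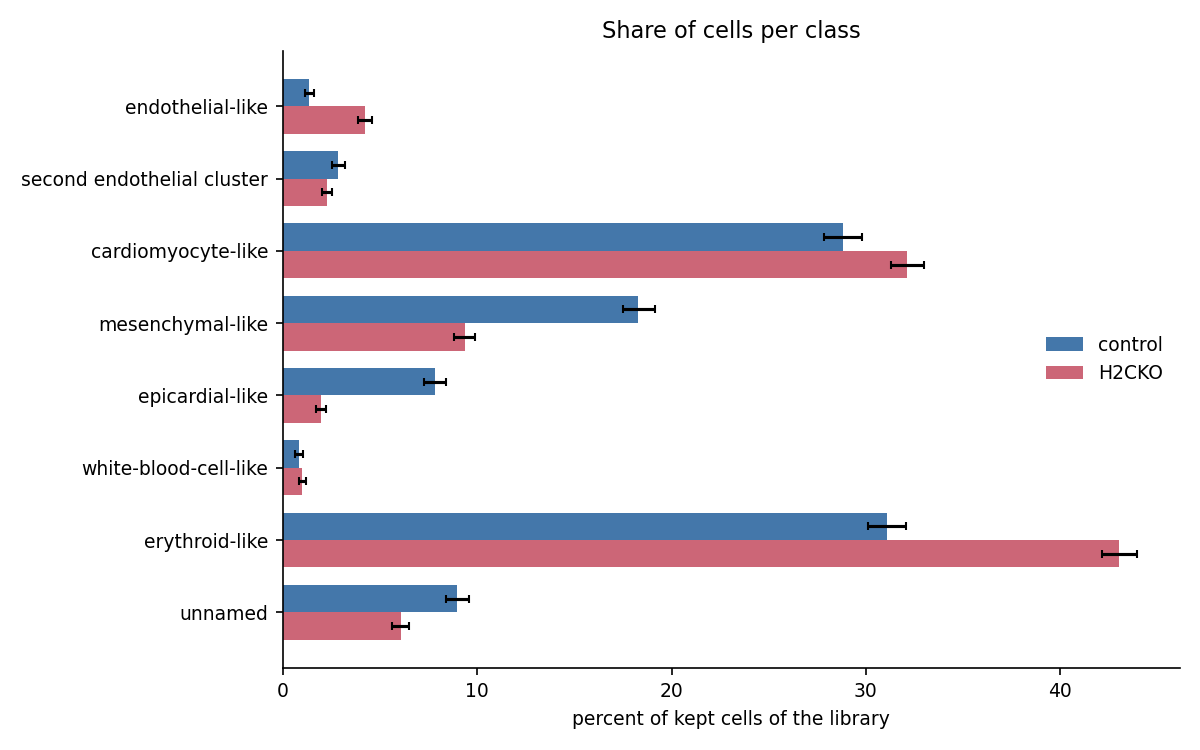
Share of kept cells in each class, in percent of the library, for the control (8707 cells) and H2CKO (11534 cells), with 95% exact binomial intervals as bars. Endothelial-like cells were 1.34% and 4.205%, mesenchymal-like cells 18.3% and 9.35%.

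In endothelial-like cells, 6327 genes were tested on UMIs summed over 117 control and 485 H2CKO cells. Of these, 94 were higher and 546 lower in H2CKO by at least 2-fold, or 10.1% together. The median log2 ratio of all tested genes was −0.26, so the split between higher and lower depended on the scaling. With ratios centred on the median gene, the counts were 178 higher and 233 lower. An expression filter of 100 CPM moved the count of lower genes most, to 153. The same rule gave 13 higher and 26 lower of 5486 genes in cardiomyocyte-like cells, 32 and 236 of 6531 in mesenchymal-like cells, and 97 and 289 of 6333 in epicardial-like cells. Erythroid-like cells had 7 higher and 157 lower of 2010. The count in cardiomyocyte-like cells depended on the cells used, with 69 higher and 326 lower under the strict cell filter, 15 and 74 by each cell's own markers, and 13 and 64 with all deposited cells. The log2 ratio fell with gene length across genes in every one of these classes, with a Spearman rho for gene span of −0.473 in cardiomyocyte-like and −0.450 in endothelial-like cells. Genes are not independent replicates. Whether both libraries were processed with the same reference and program version is not stated.

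By the comparison with the median of the reference classes, 61 genes were endothelial-specific and higher and 130 endothelial-specific and lower. The expression filter was applied to endothelial-like cells only. A gene with few UMIs in the reference classes has a ratio near 0 there because of the pseudocount. For such a gene the comparison cannot tell a change specific to endothelial-like cells from one between the libraries as a whole. The rule also does not rule out a change in a single reference class. Of the 130, 20 were also past 2-fold lower in at least 1 of them, such as Hand2 (−1.83), Ptn (−1.29) and Igf2r (−1.28) in mesenchymal-like cells and Spon1 (−1.40) and Npr3 (−1.37) in epicardial-like cells. Of the 61, 6 were also past 2-fold higher in at least 1, among them the GFP reporter (5.32 in mesenchymal-like cells). In the second endothelial cluster, 116 of the 130 (89.2%) had the same sign, where 67.3% of all genes tested in the first cluster were lower. Below the median of those genes (−0.21) lay 102 of the 130. Of the 130, 83 were tested there, 17 were past 2-fold and 7 were also specific. Its median log2 ratio for these genes was −0.54, against −1.74 in the first. Of the 61 higher genes, 37 (60.7%) had the same sign, against 32.7% of all genes, 41 were tested, 2 were past 2-fold and 1 was specific, with a median of 0.16 against 1.42. Counted on its own, the second cluster had 43 higher and 227 lower genes of 6593 tested, of which 11 and 33 were specific.

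Ptn was the lowest of the endothelial-specific genes, at 379 CPM (352 to 407) in the control and 21.8 CPM (18.3 to 25.8) in H2CKO, a log2 ratio of −3.84. It was followed by Spon1 (115 to 5.25 CPM, −3.54), Col26a1 (96.9 to 3.82 CPM, −3.53), Car4 (72.5 to 1.91 CPM, −3.49), Hand2 (−3.29) and Pdgfrb (56.5 to 1.43 CPM, −3.26). Their ratios in the reference classes lay between −0.62 for Ptn and −0.051 for Car4. The GFP reporter had the highest ratio (5.71). Among the other genes Tinagl1 was the highest, at 18.7 CPM (13.1 to 25.8) in the control and 252 CPM (239 to 264) in H2CKO, a log2 ratio of 3.44. Next came Flrt2 (6.74 to 90.5 CPM, 3.03), Gap43 (72.5 to 406 CPM, 2.41), Clec14a (44.0 to 242 CPM, 2.34), Cldn5 (25.4 to 129 CPM, 2.14) and Slc6a6 (8.81 to 52.5 CPM, 2.06). In the second cluster Ptn also fell, by 1.89 on the log2 scale, while Car4 was higher there (0.78). The genes raised in the first cluster had second-cluster ratios from 0.16 for Flrt2 to 0.90 for Clec14a, none past 2-fold.

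**Figure D3:**
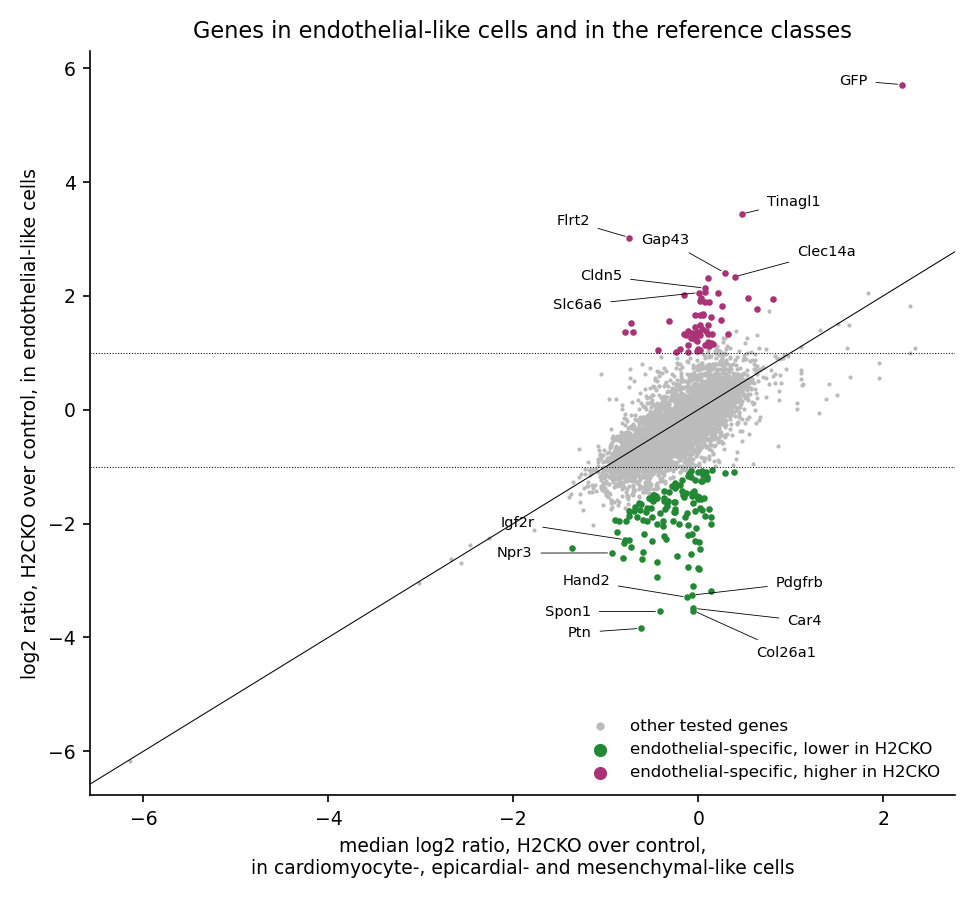
Log2 ratio of H2CKO over control for each of 6327 genes in endothelial-like cells (vertical) against its median in cardiomyocyte-, epicardial- and mesenchymal-like cells (horizontal), with equality as a diagonal and the 2-fold limits dotted. Coloured points are the 61 higher and 130 lower endothelial-specific genes, and Hand2 lies at −3.29.

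Genes reported whatever their value were Nfatc1, Klf2, Klf4, Notch1, Nrg1, Igf2r and Npr3. Igf2r fell from 710.4 CPM (673 to 749) to 142 CPM (133 to 151), a log2 ratio of −2.29, and from 1082 to 276 CPM in the second cluster (−1.95). Its ratio in the reference classes was −0.79. Npr3 fell from 484 CPM (453 to 516) to 80.5 CPM (73.6 to 87.8), at −2.52 and −1.45 in the first and second clusters, with −0.94 in the reference classes. Nfatc1 was 81.3 and 47.3 CPM (−0.72), Klf4 70.5 and 39.6 CPM (−0.76), Notch1 144 and 88.0 CPM (−0.68) and Nrg1 46.1 and 31.7 CPM (−0.48). None of these was past 2-fold as processed here, and after taking off the median gene they were −0.47, −0.50, −0.42 and −0.22. Klf4 passed 2-fold lower in 5 alternatives and Nfatc1, Notch1 and Nrg1 in 3 each, for example by each cell's own markers (Nfatc1 −1.44, Klf4 −1.87, Notch1 −1.12, Nrg1 −1.48). In the second cluster they were −0.80, −0.59, −0.80 and −0.86. Nfatc1 itself was higher in the second cluster than in the first, at 289 CPM in the control and 164 CPM in H2CKO. Npr3 was lower there, at 58.8 and 18.4 CPM. Neither cluster is taken here as the whole endocardium. Klf2 was 524 CPM (493 to 558) and 418 CPM (402 to 434), a log2 ratio of −0.32, or −0.067 after taking off the median gene. In the second cluster Klf2 was 2147 and 2336 CPM, at 0.12.

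Among the list genes past 2-fold in endothelial-like cells, Cav1 (1.67), Edn1 (1.63), Egr1 (1.36), Fabp4 (1.21), Ier2 (1.01), Igfbp3 (1.46), Sox17 (2.06) and Zfp36 (1.14) were higher in H2CKO by these log2 ratios. Lower were Postn (−2.49), Fosb (−2.43), Tbx20 (−2.42), Sox9 (−2.001), Notch2 (−1.94), Igf2 (−1.48), Hey1 (−1.43), Hapln1 (−1.31), Gata4 (−1.09), Jun (−1.06) and Pecam1 (−1.02). Igf2 fell alike in the reference classes, where its ratio was −1.38. In the second cluster Hey1 was higher (0.33, with a ratio of 1.28 and a 95% interval of 1.03 to 1.60). There Sox17 (−0.23), Egr1 (−0.055), Edn1 (−0.031) and Igfbp3 (−0.017, from 12 and 9 UMIs) had the other sign as well, but with ratio intervals that include 1. Egr1 also turned when both clusters were pooled (−0.28), and Sox9 when the clustering was not balanced between the libraries (0.23).

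Of the 10 fixed lists in endothelial-like cells, 4 lay outside the central 95% of matched random lists. Naming each cell by its own markers moved this count most, to 8. The cushion and endothelial-to-mesenchymal transition list had a median log2 ratio of −0.91 over 10 genes, at percentile 0.12. The IGF list had −0.52 over 11 genes, at percentile 1.93. Dissociation stress had 0.34 over 10 genes (percentile 99.9) and G2/M 0.13 over 12 genes (percentile 97.6). Dissociation stress turned to −0.36 with both endothelial clusters together, and G2/M to −0.12 with the filter at 100 CPM. The cushion list lay inside the range with unbalanced clustering (−0.48, percentile 17.6), and balancing was chosen after seeing the data. The IGF list lay inside it with the trend on gene span taken out (−0.20, percentile 51.0) and with the filter at 100 CPM (−0.57, percentile 9.2). Inside the range lay Notch (−0.73 over 8 genes, percentile 5.05), trabeculation signals (−0.48 over 7, percentile 13.6), shear response (−0.27 over 10, percentile 20.3) and coronary and vascular endothelium (−0.22 over 9, percentile 45.3). Glycolysis and hypoxia (0.063 over 6, percentile 75.8) and S phase (−0.15 over 12, percentile 58.8) lay inside it as well. Mean and median differed in sign for shear response (mean 0.026) and coronary and vascular endothelium (mean 0.26). With both endothelial clusters together, the coronary list turned to 0.42 (percentile 99.99), and trabeculation signals (−0.96, percentile 0.06) and shear response (−0.54, percentile 2.2) were low. These lists left the range the same way at Leiden resolution 0.5 and by each cell's own markers. The coronary and shear lists kept their side in 21 of 24 alternatives and trabeculation in 20.

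Relative to the reference classes, the cushion list stayed low (−0.66, percentile 0), Notch was low (−0.41, percentile 1.02) and S phase was low (−0.26, percentile 0.86). With unbalanced clustering the relative cushion value lay inside the range (−0.23, percentile 18.3). Relative Notch lay inside it with all deposited cells (−0.23, percentile 9.24) and with no doublets left out (−0.22, percentile 16.2). Relative S phase lay inside it with both endothelial clusters together (−0.047, percentile 56.1), at Leiden resolution 0.5 (percentile 58.9) and by each cell's own markers (percentile 44.0). Dissociation stress was high (0.38, percentile 99.99), but low with both endothelial clusters together (−0.24, percentile 0.97). It was −0.15 at Leiden resolution 0.5 (percentile 10.4) and −0.11 by each cell's own markers (percentile 15.5). The IGF (−0.10, percentile 23.1), trabeculation (−0.10, percentile 32.7), shear (−0.21, percentile 2.90), coronary (−0.16, percentile 17.3), glycolysis (0.09, percentile 81.9) and G2/M (0.037, percentile 86.2) lists lay inside the range. For the IGF, trabeculation, shear and coronary lists the mean was of the other sign (0.0095, 0.21, 0.063 and 0.28).

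Before the comparison with the reference classes, in the second endothelial cluster, trabeculation signals (−0.91, percentile 0), cushion (−0.68, percentile 0.11) and IGF (−0.68, percentile 0.035) were low and G2/M was high (0.55, percentile 100). The other lists there lay inside the range, with Notch at −0.52 (percentile 7.63), shear response at −0.33 (percentile 9.69) and coronary and vascular endothelium at −0.24 (percentile 51.4). Dissociation stress was 0.11 (percentile 93.8), glycolysis and hypoxia −0.36 (percentile 26.9) and S phase −0.053 (percentile 83.5). Relative to the reference classes, 7 of the 10 lists in this cluster lay outside the range: Notch (−0.45, percentile 0.03), trabeculation signals (−0.50, percentile 0), shear response (−0.27, percentile 0.01), cushion (−0.37, percentile 0), coronary and vascular endothelium (−0.45, percentile 0.03), dissociation stress (0.28, percentile 100) and G2/M (0.45, percentile 100). IGF (−0.15, percentile 2.77), glycolysis and hypoxia (−0.17, percentile 7.22) and S phase (−0.031, percentile 43.5) lay inside it.

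**Figure D4:**
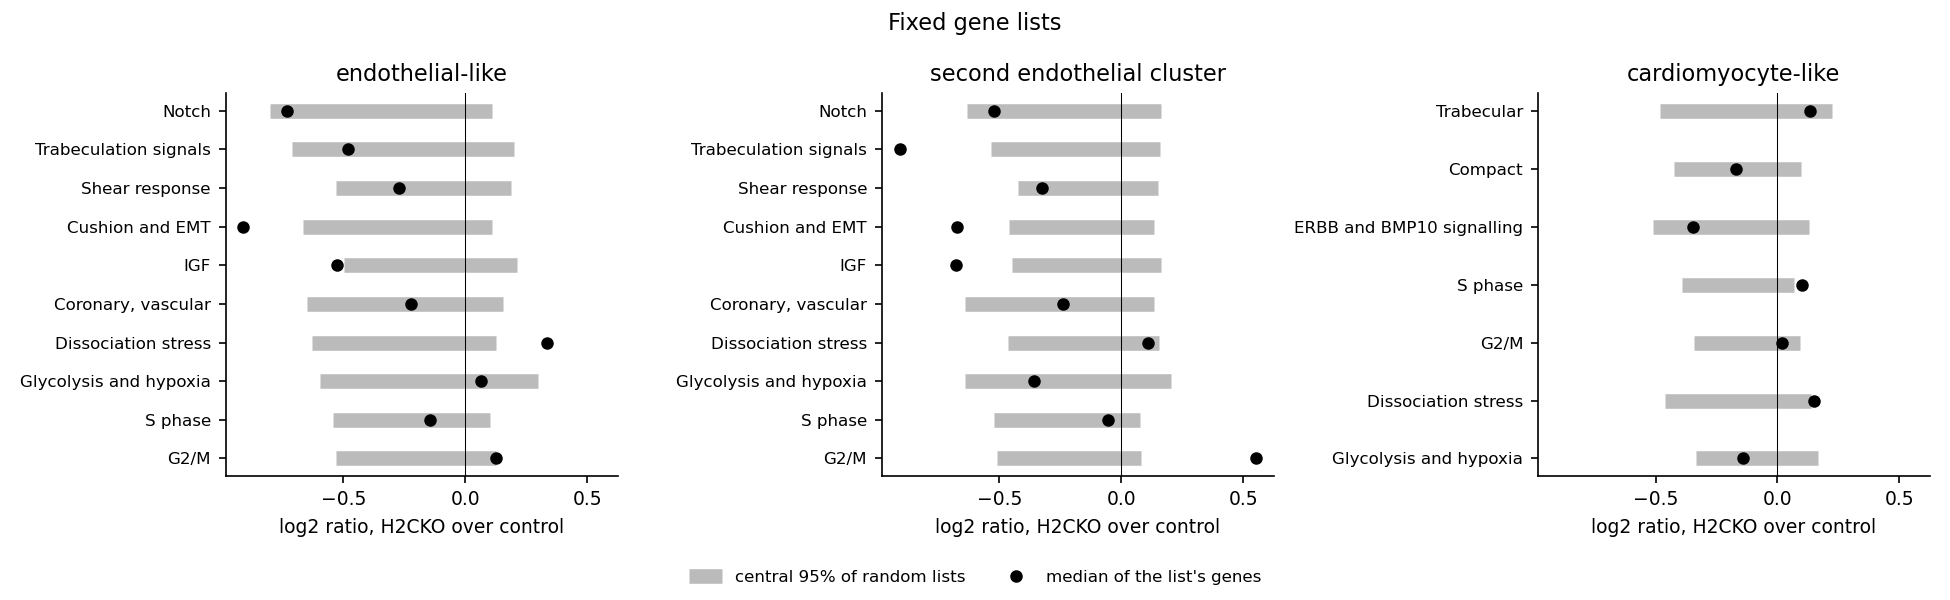
Median log2 ratio of H2CKO over control of each fixed gene list (points) and the central 95% of 10000 matched random lists (grey), for endothelial-like cells, the second endothelial cluster and cardiomyocyte-like cells; EMT is endothelial-to-mesenchymal transition. The cushion list lay below the grey range in both endothelial clusters, at −0.91 and −0.68.

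Of the 7 lists in cardiomyocyte-like cells, 2 lay outside the central 95%: S phase (0.10 over 12 genes, percentile 98.8) and dissociation stress (0.15 over 7 genes, percentile 97.8). Under 4 alternatives, among them thinning to 5000 UMIs and taking out the trend with gene span, 0 of 7 did. Dissociation stress turned to −0.30 with all deposited cells, and S phase to −0.21 under the strict cell filter. Trabecular genes had a median of 0.14 over 5 genes (percentile 90.6), but −1.15 under the strict cell filter (percentile 0.08) and 0.32 with all deposited cells (percentile 99.3). They were also below 0 with thinning (−0.31), with cells weighted equally (−0.32) and with the trend on gene span taken out (−0.065). Compact genes had −0.17 over 9 genes (percentile 47.1), ERBB and BMP10 signalling −0.35 over 4 (percentile 17.9) and glycolysis and hypoxia −0.14 over 9 (percentile 23.2). G2/M had a median of 0.018 and a mean of −0.046 over 12 genes (percentile 88.9). Nppa was the only list gene past 2-fold, at 1084 CPM (1075 to 1093) and 2393 CPM (2382 to 2404), a log2 ratio of 1.14. It rose by more in the epicardial-like (2.22) and mesenchymal-like (1.63) classes, and the trabecular list relative to those classes was −0.78 (percentile 0.015). Nppa is among the cardiomyocyte markers used to name classes, and whether its UMIs in those classes were free RNA was not tested. The relative value therefore does not show a lower trabecular list in cardiomyocyte-like cells. This relative value was 0.076 with all deposited cells (percentile 82.5) and 0.20 with the filter at 5 CPM (percentile 95.1). Under the strict cell filter it was −1.72 (percentile 0). Dissociation stress relative to those classes was 0.30 (percentile 99.5).

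Sex-linked genes were expressed in both libraries. Over all kept cells, Ddx3y was 38.9 CPM (37.9 to 39.9) in the control and 23.5 CPM (22.8 to 24.3) in H2CKO, Kdm5d 12.9 and 7.43 CPM, and Uty 12.5 and 6.67 CPM. Eif2s3y moved the other way, from 37.6 CPM (36.6 to 38.5) to 41.0 CPM (40.03 to 41.9). Xist was not analysed here.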

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

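The tests in this part were chosen only after the result was seen. The control library, whose embryos carried no Cre by their label, held 1203 GFP UMIs in its kept cells, a signal in a reporter feature that needs Cre to be transcribed. GFP in the control was 9.45 CPM in cardiomyocyte-like, 13.5 CPM in endothelial-like and 0.534 CPM in erythroid-like cells. Cells or reads carried over from the H2CKO library would follow its classes, where GFP in endothelial-like cells was 106 times that in cardiomyocyte-like cells (95% interval 97.9 to 115). In the control this ratio was 1.43 (0.922 to 2.12), which argues against such carry-over as the source of most of the signal, and against a mix-up with the H2CKO sample. Free RNA from H2CKO would instead spread over all droplets, with about as much GFP in erythroid-like as in cardiomyocyte-like cells. In the control the ratio of these was 0.0565 (0.0368 to 0.0832), which argues against free RNA; in H2CKO it was 0.628 (0.553 to 0.713).

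Transcripts of the unrecombined reporter counted as GFP would follow Tomato from class to class. For Tomato in the control, erythroid-like over cardiomyocyte-like cells gave 0.0758 (0.0578 to 0.0980), against 0.0565 for GFP. The intervals overlap, but this ratio does not single out the reporter. Hand2, which is unrelated to it, gave 0.0399 (0.0337 to 0.0471), inside the interval of GFP. Endothelial-like over cardiomyocyte-like cells gave 1.10 (0.764 to 1.55) for Tomato and 2.33 (2.08 to 2.61) for Hand2, against 1.43 for GFP. White-blood-cell-like and cardiomyocyte-like cells had 13.5 and 9.45 CPM of GFP, 14.3 and 16.4 of Tomato, and 12.6 and 73.7 of Hand2. In these classes GFP was nearer to Tomato than to Hand2, which goes with this source but does not show it. Between the libraries GFP did not follow Tomato in cardiomyocyte-like cells, with ratios of 0.961 (0.854 to 1.08) and 0.267 (0.235 to 0.304). Free RNA may add to GFP there in H2CKO, where erythroid-like cells had 5.70 CPM, so this comparison cannot decide the question. Unrecombined reporter as the source therefore stays open. How the reporter features were built is not stated, so reads shared between them were not tested. No biological explanation was tested.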

How the results depend on the processing

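The alternatives using the deposited embedding's cells, unbalanced clustering, clustering without the changed genes, other endothelial clusters, GFP-bearing cells, other reference classes and the trend with gene span were chosen only after the results were seen. No paired analysis was possible because each genotype has 1 library and nothing in the labels pairs them. Over 24 alternatives, Hand2 in endothelial-like cells stayed past 2-fold and lower, with log2 ratios from −4.45 to −2.54. Ptn (−4.26 to −1.89), Npr3 (−2.71 to −1.45), Igf2r (−2.53 to −1.95) and Igf2 (−2.002 to −1.22) also kept their direction and side of the threshold in these 24. For the named genes together, 787 of 912 values kept both, 77 fell under 2-fold with the same sign, 22 stayed past 2-fold in size but under the expression filter, 15 passed 2-fold and 11 changed sign. The 15 were Klf4 in 5 alternatives, Nfatc1, Notch1 and Nrg1 in 3 each, and Klf2 in 1. The filter of 5 CPM and the choice of reference classes cannot change a gene's ratio, so the values under them were kept by construction. The cushion list kept its side in 23 of 24 (−1.56 to −0.48) and the IGF list in 22 (−0.84 to −0.20). The exceptions were unbalanced clustering for the cushion list, and the filter of 100 CPM and the trend on gene span taken out for the IGF list. The G2/M list kept its side in 12. Klf2 ranged from −1.001 to 0.12. Of 239 list values in endothelial-like and 166 in cardiomyocyte-like cells, 192 and 139 kept sign and side, 28 and 10 changed side alone, and 19 and 17 changed sign. Among the latter was the cardiomyocyte trabecular list, at −1.15 under the strict cell filter. The cause was not tested for the values below, except where the alternative's construction shows it.

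Reported values were a Hand2 log2 ratio of −3.29 and differences in share of 2.86 (endothelial-like), 3.32 (cardiomyocyte-like), −8.94 (mesenchymal-like) and −5.88 percentage points (epicardial-like). In endothelial-like cells 94 genes were higher and 546 lower, 61 and 130 of them specific, and 4 endothelial and 2 cardiomyocyte lists lay apart. With all deposited cells, the shares of cardiomyocyte-, mesenchymal- and epicardial-like cells differed by 8.21, −4.86 and −4.29, and cardiomyocyte dissociation stress was −0.30. With the strict cell filter, which kept 5911 and 3390 cells, Hand2 was −3.65. The shares of endothelial-, cardiomyocyte- and mesenchymal-like cells differed by 5.37, −8.48 and 3.22, and cardiomyocyte S phase was −0.21. With no doublets left out, the shares of cardiomyocyte-, mesenchymal- and epicardial-like cells differed by 9.63, −7.96 and −7.38, and 1 cardiomyocyte list lay apart. Leaving out cells with over 1% haemoglobin UMIs gave 7.67, −11.4 and −6.99.

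Leiden resolution 0.5, which joins the endothelial clusters, gave Hand2 −3.87 and shares of endothelial-, cardiomyocyte- and epicardial-like cells of 2.27, 0.827 and −6.59. There 55 genes were higher, 32 of them specific, with dissociation stress at −0.35 and Egr1 at −0.28. Naming each cell by its own markers gave Hand2 −3.82, with shares of 1.14, −0.700 and −4.22 for these classes. It put 8 endothelial and 1 cardiomyocyte list apart, with dissociation stress at −0.44 in endothelial-like and −0.15 in cardiomyocyte-like cells, and Egr1 at −0.36. Taking both endothelial clusters together gave Hand2 −3.87, a share of 2.28, and 55 higher genes of which 33 were specific, with dissociation stress at −0.36 and Egr1 at −0.28. The second cluster alone gave Hand2 −4.45, a share of −0.585, 43 higher and 227 lower genes, and 11 and 33 specific. There Car4 was 0.78, Hey1 0.33, Edn1 −0.0311, Egr1 −0.055, Igfbp3 −0.0169 and Sox17 −0.23. Of the 130 lower specific genes, 30 were called with both clusters together, 31 at Leiden resolution 0.5, 45 by own markers and 7 in the second cluster. Unbalanced clustering gave a cardiomyocyte-like share of 4.602, 2 endothelial lists and Sox9 at 0.23, and kept 120 of the 130. Clustering without the changed genes gave shares of 1.04 (cardiomyocyte-like) and −6.68 (epicardial-like), and kept 123.

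With the deposited embedding's cells alone, the shares of endothelial-, cardiomyocyte-, mesenchymal- and epicardial-like cells differed by 4.92, 20.4, −12.6 and −11.0, with cardiomyocyte dissociation stress at −0.10. An equal gene minimum gave 4.15, 22.6, −13.4 and −11.1, with Hand2 at −3.02 and cardiomyocyte dissociation stress at −0.0619. The embedding holds 0% erythroid-like cells, which raises all other shares by construction. Taking blood cells out of the denominator gave 5.54, 15.1, −10.2 and −8.02. Keeping only GFP-bearing H2CKO cells gave Hand2 −3.62 and kept 117 of the 130. Of these genes, 98 were kept with the embedding's cells, 93 with the equal gene minimum, 99 with all deposited cells, 105 with no doublets left out, 113 with the strict cell filter and 119 without cells with over 1% haemoglobin UMIs.

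The median log2 ratio of all tested genes was −0.26. Centring on it gave 178 higher and 233 lower genes, 43.3% higher instead of 14.7%, and 101 of the 130 stayed specific. CPM without haemoglobin, mitochondrial and ribosomal-protein genes shifted the median to −0.10, with 177 higher genes (29.8%), 97 of them specific, and kept 116 of the 130. For specific genes, the share higher was 31.9% as reported, 42.9% centred and 40.8% without those genes. Thinning to 5000 UMIs gave a median of −0.15, 146 higher genes and 0 cardiomyocyte lists, and kept 82 of the 130. It left out shallower cells, 646 of 2509 control and 234 of 3707 H2CKO cardiomyocyte-like cells among them. Taking out the trend with gene span gave Hand2 −3.62, 361 lower genes and 0 cardiomyocyte lists, and kept 117. A pseudocount of 1 CPM gave Hand2 −3.62. One of 20 CPM pulls ratios toward 0 and gave Hand2 −2.54, 39 higher and 191 lower genes, with 30 and 63 specific, all 63 among the 130. A filter of 100 CPM tests fewer genes and gave 35 higher and 153 lower, 20 and 34 specific (all 34 among the 130), 1 endothelial and 0 cardiomyocyte lists, with endothelial G2/M at −0.12 and cardiomyocyte S phase at −0.0841. Weighting cells equally kept 110 of the 130 and gave 0 cardiomyocyte lists, endothelial G2/M −0.0481 and cardiomyocyte dissociation stress −0.00577.

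The number of cells limits the endothelial comparison, with 117 control and 485 H2CKO cells at median depths of 13645 and 10786 UMIs. At Leiden resolution 2, with a filter of 5 CPM, and with mesenchymal-like cells out of the reference, the counts stayed within 1.5 times those reported. At Leiden resolution 2 no share or Hand2 value left its counting interval. The filter and the reference do not enter the shares or the Hand2 ratio.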

Other observations

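The tests of Klf2 by cluster mix, of Tomato by recombination in cardiomyocyte-like cells, of mesenchymal RNA, of cells with an Nfatc1 UMI, and of the length trend as the whole source in cardiomyocyte-like cells were chosen only after the results were seen. The pattern examined first was the 130 endothelial-specific genes lower in H2CKO. A trend with gene span is argued against as the whole source, since 90% of them stayed past 2-fold and specific with it taken out of every class. A trend with transcript length was not taken out and stays open. In endothelial-like cells rho for transcript length was −0.540, or −0.361 with span held. For span with transcript length held it was −0.146. A larger share of cells outside the Cre lineage in H2CKO would leave the genes higher in GFP-bearing cells. Within H2CKO, their median log2 ratio in 296 cells with a GFP UMI over 189 without one was −0.0366, and both sets lay below the control (−1.76 and −1.66). Cells without a GFP UMI may still have been recombined, since Hand2 was 20.1 CPM in them and 9.41 CPM in the others, far below the control's 172 CPM.

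A different mix of endothelial subtypes inside the cluster was examined by dividing it further. Within the 3 parts with at least 20 cells of each library, 97.0% of the genes' median log2 ratio stayed (−1.69 against −1.74). Of the 3 smaller parts, 2 had medians of −1.77 and −1.83. The third, with 10 control and 34 H2CKO cells, had a median of 0; it had the highest Cldn5 and no Hand2 UMI in the control. These parts were clustered with balancing between the libraries, which limits how far they can separate states found in 1 library. In the 3 larger parts Cldn5 was 9.3, 4.53 and 2.07 CPM in the control and 152.5, 113 and 95.7 CPM in H2CKO. The parts therefore cannot tell a rise of Cldn5 within cells from a larger number of vascular cells, and a different mix stays open. A larger number of vascular endothelial cells in H2CKO was examined in cells without a Cldn5 or Sox17 UMI, 92 of 117 in the control and 112 of 485 in H2CKO. There 91.6% of the median stayed (−1.59), and Hand2 was 192 and 25.3 CPM. Cldn5 and Sox17 are themselves among the genes raised in H2CKO, so this choice of cells is not independent of the difference. Cells with an Nfatc1 UMI, a gene in neither set, were compared as well, 70 in the control and 194 in H2CKO. In them 104.2% of the median stayed (−1.81), and Hand2 was 193.5 and 13.9 CPM. Cldn5 was still 5.33 and 104.3 CPM in them and Sox17 4.57 and 82.9 CPM, against 129 and 93.4 CPM in all H2CKO cells of the class. This choice therefore did not take out cells with vascular genes, and it speaks only against a larger number of cells without Nfatc1. Nfatc1 itself was lower in H2CKO (−0.72). RNA of mesenchymal cells in the control cells would bring all of their abundant transcripts. The median share that mesenchymal markers allowed was 1.24%. Even the highest share, 55.6% from Col3a1, accounted for 50% or more of the difference in only 34.6% of the genes. In the control, 95 of the 130 genes were higher in endothelial-like than in mesenchymal-like cells.

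As a hypothesis, loss of Hand2 may lower these genes in endothelial cells of this cluster. With the trend on gene span taken out, 90% of the genes stayed past 2-fold and specific. A different mix of endothelial subtypes stays open. Within parts 97.0% of the ratio stayed, but the larger parts had raised Cldn5 in H2CKO and did not rule out more vascular cells. The genes called depend on which cells count as endothelial-like, with 45 of the 130 called by each cell's own markers, 31 at Leiden resolution 0.5 and 30 with both clusters together. The pattern was found and tested on the same 2 libraries. The genotypes also differ in the Cre allele and the number of floxed alleles, and differences between the pooled embryos were not tested. With each cell thinned to 5000 UMIs, 82 of the 130 stayed specific. The second endothelial cluster had the same sign in 116 of the 130 (89.2%, against 67.3% of all genes tested in the first cluster). Of the 83 tested there, 17 passed 2-fold and 7 were also specific. Hand2 fell further in that cluster (36.7-fold against 13.2-fold), and more of its H2CKO cells had a GFP UMI (87.7% against 61.0%). The median of the 130 was nevertheless smaller in size there, at −0.54 against −1.74. The 130 were chosen by their ratio in the first cluster.

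In cardiomyocyte-like cells, log2 ratios fell with gene span across genes (Spearman rho −0.473). The median was 0.071 in the shortest 10% of genes and −0.34 in the longest. With transcript length held, rho for span was −0.204. With span held, rho for transcript length was −0.295. As the whole source of the 39 genes past 2-fold in this class the trend with span is argued against, since 26 of them (66.7%) stayed past 2-fold with it taken out. The count did not fall, at 10 higher and 30 lower genes, and a part of the trend in the rest of the 39 stays open. Under the strict cell filter 69 genes were higher and 326 lower in this class. What made the trend was not tested, and whether both libraries were processed with the same reference and program version is not stated. Embryos of different stages cannot be told apart from other sources, because the globins did not move together. The share of Hbb-bh1 in Hbb-bh1 and Hbb-y UMIs of erythroid-like cells was 9.76% in the control and 5.52% in H2CKO, a ratio of 1.77, which would put H2CKO later. Hba-x fell from 70.0% to 62.2% of alpha-like UMIs and Hbb-bs rose from 1.085% to 2.15% of beta-like UMIs, in the same direction. Hbb-bt fell from 4.33% to 2.5%, which would put it earlier. Hbb-bt and Hbb-bs together fell from 5.41% to 4.65% of beta-like UMIs, in the direction of Hbb-bt.

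Klf2 over both endothelial clusters together was 1624 CPM in the control and 1058 CPM in H2CKO, a ratio of 0.651 (95% interval 0.633 to 0.670). The mix of the clusters alone, with each kept at its control level, gave 0.656. The second cluster, where Klf2 is high, held 68.0% of endothelial cells in the control and 35.0% in H2CKO. Klf2 is among the genes that define the second cluster, so a fall of Klf2 within cells would itself move cells between the clusters. A shift in the mix and a fall within cells therefore cannot be told apart here. Pooling the clusters also called 140 of 498 lower genes that neither cluster called.

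Tomato in cardiomyocyte-like cells was 16.4 CPM in the control and 4.39 CPM in H2CKO, a ratio of 0.267 (0.235 to 0.304). Recombination of the reporter in those cells would raise GFP there, but its ratio was 0.961, which argues against recombination as the source. The source of the lower Tomato was not found.

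A few genes, chosen after their values were seen, differed alike in endothelial-like cells and the reference classes. Gm10260 fell from 415 to 0.796 CPM, a log2 ratio of −6.18, with −6.15 in cardiomyocyte-, −6.53 in epicardial- and −5.93 in mesenchymal-like cells. Tpm3-rs7 had −3.05 (reference −3.02), Gm8797 −2.70 (−2.56), Gm11361 −2.37 (−2.47), Cwc22 −2.62 (−2.67) and BC004004 −2.26 (−2.26). Rpl29 rose from 374 to 1565 CPM, or 2.05 (1.84). No explanation was tested. A difference between the libraries in reference or annotation, which the labels and headers neither state nor exclude, would change such genes in all classes at once and would reach the other ratios between the libraries too. The comparison with the reference classes kept each of them out of the endothelial-specific genes.

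The deposited embedding listed 5408 control and 6232 H2CKO cells, with median mitochondrial shares of 3.44% and 6.35%. Of the kept cells compared here, 4055 control and 5934 H2CKO cells were outside it. Outside it, 639 control and 742 H2CKO barcodes held at least its minimum number of genes.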
